A study of Homo sapiens with 2 samples. Its data were reported in "The Role of Transcriptional Factor Brachyury on Cell Cycle Regulation in Non-small Cell Lung Cancer" (2020).

How the data were processed

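ChIP-seq was performed on wild-type MDA-MB-231 cells, an established human breast cancer cell line. The series holds 2 libraries, 1 from chromatin immunoprecipitation (ChIP) and 1 from input DNA, which did not go through the immunoprecipitation. The antibody was directed against brachyury, a transcription factor of the T-box family, according to the methods of the study. The label of the first library gives only the cell line and names no antibody, while that of the second calls it input and states that no antibody was used. The first was taken as the ChIP library by inference, because the peak list is named as immunoprecipitation against input. The design text of the series speaks of RNA from pericardial test and control samples, which does not match the labels, and it was not used. There were no replicates of either library.

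The authors deposited 1 peak list, made by calling peaks in the ChIP library against the input library. Peak names identify the caller as MACS, and the name of the list carries a p-value limit of 1e-05 and the fold limits 10 and 30 that MACS uses to build its fragment model. The score deposited with each peak was read as -10 x log10 of the p-value of the peak, because the lowest score in the list was exactly 50, the value that the limit of 1e-05 gives. The version of MACS, the aligner, the handling of duplicate reads and any removal of artefact-prone regions are not stated. Peak names ran in an unbroken series from the first to the last line, which shows no sign of lines taken out after calling. Because the list is the outcome of 1 call on 1 pair of libraries, the spread between replicates cannot be measured, and no statement about a difference between conditions can be made.

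The build of the genome is not stated. In the list, 42 peaks on 11 chromosomes lay past the last gene that RefSeq annotates on GRCh38, by up to 2.74 Mb on chromosome 9, where 8 such peaks were found. The positions were therefore not taken as GRCh38 positions and are given in the build of the list, with 1 added to each deposited start so that bases count from 1. A genome sequence and a gene annotation in the build of the list were not used here. For this reason 8 of the planned results were not analysed here, among them the share of peaks at transcription start sites and inside genes, the brachyury half-site in peak sequences, and the presence of peaks at the genes that the study named as targets. No gene was assigned to a peak. The rule for named items, fixed before the data were examined, was to give the 5 peaks with the highest score, together with gene-based items that could not be analysed here.

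Peak width was the end minus the start as deposited, where starts were taken to count from 0 as in the BED format, which equals the end minus the start plus 1 in the positions printed, and the position of a peak was its midpoint. The planned length of a chromosome, its bases outside assembly gaps, was replaced by its span from the first to the last peak, since no genome was at hand. Peak density was the number of peaks per Mb of span, with exact Poisson intervals at a confidence of 95%. The share of peaks on each of 24 chromosomes was compared with its share of the summed span by an exact two-sided binomial test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Intervals and tests cover counting error only and treat peaks as independent.

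The remaining comparisons were chosen after the list had been examined. Peaks were counted in whole windows of 5 Mb between the first and last peak of each chromosome except Y, and the variance to mean ratio of the counts was compared with that in 1000 random placements of the peaks within the span of their own chromosome. For each of 23 chromosomes, the single split that best separated a denser from a sparser part was found by maximum likelihood, with at least 5% of the span on each side, and tested against 10000 uniform placements with Benjamini-Hochberg adjustment. Differences in median score were tested by two-sided permutation over peaks with 100000 resamples. These p-values describe the list, since peaks are not replicates.

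Alternatives were the upper part of the list (peaks at or above the median score), peaks less than 1 kb apart merged, spans without intervals of over 3 Mb that held no peak, windows of 1 and 10 Mb, windows with at least 1 peak, windows permuted among chromosomes, and other width limits. Leaving out empty intervals removes more span where peaks are sparse, and so draws densities together by construction. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The functions for the split, the window ratio, the background rate and the permutation of medians were tested on simulated lists with a known answer. The number of reads in either library is not in the list, so the depth is unknown and limits the precision of each peak to an extent that cannot be given.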

Results

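As part of work on how brachyury acts in lung cancer, the study ran ChIP-seq on wild-type MDA-MB-231 cells, a breast cancer line in which it describes brachyury as constitutively overexpressed. One ChIP library was compared with 1 input library, and the comparison was deposited as a single list of peaks. There were no replicates, and the depth of both libraries is unknown. The positions below are those of the deposited list, whose genome build is not stated. Annotation of the peaks with genes was not analysed here.

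A total of 10342 peaks were called, all of them on chromosomes 1 to 22, X and Y. Together they covered 10.4 Mb. The median peak width was 960 bp, with an interquartile range from 838 to 1076 bp and extremes of 392 and 8644 bp. A width from 700 bp to under 1200 bp was found in 7978 peaks (77.1%), while 139 peaks were at least 2000 bp wide. Peaks were separated from the next peak by a median gap of 158 kb. Merging peaks less than 1 kb apart left 10273 peaks.

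The scores of the authors' list, given as -10 x log10 of the p-value, lay close to the limit of 50 that the calling imposed. The median score was 58.8, with an interquartile range from 53.8 to 68.4. A score of at least 60 was reached by 4725 peaks (45.7%, Wilson 95% interval 44.7 to 46.6). A score of at least 100 was reached by 302 peaks (2.92%, Wilson 95% interval 2.61 to 3.26), and only 4 peaks scored at least 200.

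The 5 peaks with the highest scores were inspected one by one. The highest score, 1102.83, belonged to a peak of 2751 bp on chromosome 5 from 9815 to 12565, at the very beginning of the chromosome. The second, on chromosome 7 from 157253778 to 157254543, scored 894.31 and was 766 bp wide. The scores then dropped sharply. A peak on chromosome 13 from 108757942 to 108759689 scored 230.44, a peak on chromosome 12 from 95157 to 95983 scored 221.47, and a peak on chromosome 11 from 90321883 to 90323449 scored 180.43. No replicate was at hand to measure the error of these scores.

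Score and width were then compared across peaks. Spearman's rho was 0.035 (permutation p = 3.6e-04 across peaks, which are not independent replicates), but the relation was not monotonic. In peaks of 392 to under 500 bp the median score was 103 (62 peaks). It fell to 79.1 in peaks of 500 to under 600 bp (214 peaks) and to 55.5 in peaks of 900 to under 1000 bp (2364 peaks), and rose again to 68.7 in the 139 peaks of at least 2000 bp. The 276 peaks narrower than 600 bp had a median score of 83.5, against 58.5 in the wider peaks. This difference of 24.96 lay outside the range of -1.5 to 1.8 that contained 95% of the permuted differences (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). The limit of 600 bp was chosen after the scores had been seen. With a limit of 500 bp the difference was 44.5, and with 700 bp it was 11.8.

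**Figure D1:**
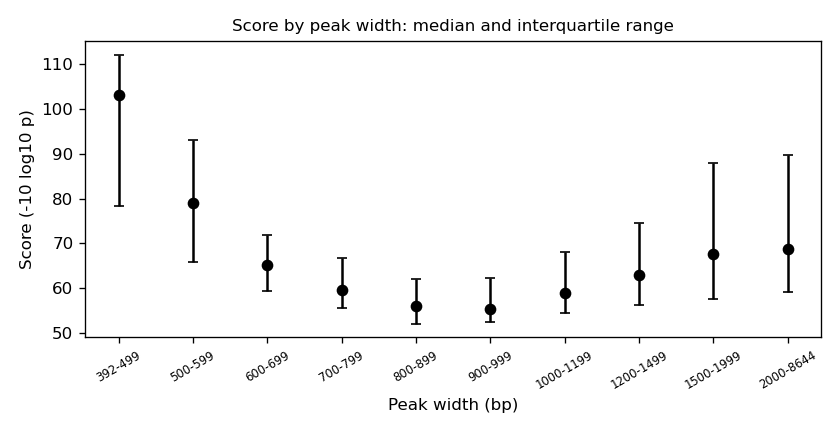
Score of the peaks (vertical axis, -10 log10 p, starting near the calling limit of 50) by peak width in bp (horizontal axis). Points are medians and bars the interquartile range over peaks, and the median is lowest, at 55.5, in peaks of 900 to under 1000 bp.

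The distribution of peaks over chromosomes was compared with the length each chromosome spanned from its first to its last peak. The list-wide density was 3.54 peaks per Mb. In 19 of 24 chromosomes the density differed from it (exact binomial test, adjusted p under 0.05), 8 being higher and 11 lower. When windows of 5 Mb were permuted among chromosomes instead, which allows for local clustering, 13 chromosomes were called, all of them in the direction of the binomial test. Chromosome 3 carried 1003 peaks at 5.07 per Mb (95% interval 4.76 to 5.39), the highest density over the whole span. It was followed by chromosomes 13 (4.91 per Mb), 5 (4.91 per Mb), 6 (4.90 per Mb) and 11 (4.81 per Mb). Chromosome X had the lowest density, with 100 peaks at 0.686 per Mb (95% interval 0.558 to 0.834), so that the density of chromosome 3 was 7.39 times that of X. This ratio fell to 3.52 when intervals of over 3 Mb with no peak were removed from the span, 14 of which lay on X. Much of the fall is built into the removal, since 100 peaks placed uniformly on X left a mean of 12.9 such intervals and a ratio of 4.56 (central 95% of 10000 placements 3.78 to 5.39). The ratio of 3.52 lay below that range. The span removed from X was 77.6 Mb, against 41.4 to 72.5 Mb in the central 95% of placements, so X had more empty span than uniform placement gives. With Y left aside for its 4 peaks, chromosome X stayed the sparsest in each alternative, but chromosome 3 did not stay the densest. Chromosome 8 was densest without the empty intervals (5.26 per Mb, against 5.16 per Mb for chromosome 3), and chromosome 5 was densest in the upper part of the list by score, where chromosome 3 ranked 5. Among the autosomes, chromosomes 22 (1.99 per Mb), 18 (2.21 per Mb), 21 (2.28 per Mb) and 4 (2.35 per Mb) were the sparsest. Chromosome 21 was not called in the window test (permutation, adjusted p = 0.078). Chromosomes 2, 12, 16, 17 and 20 did not differ from the list-wide density, with adjusted p-values from 0.076 to 0.91. Chromosome Y carried 4 peaks, too few to set its own span, and its direction changed from lower to higher when empty intervals were left out. The median score varied little between the 23 chromosomes with at least 50 peaks, from 57.6 to 60.3.

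**Figure D2:**
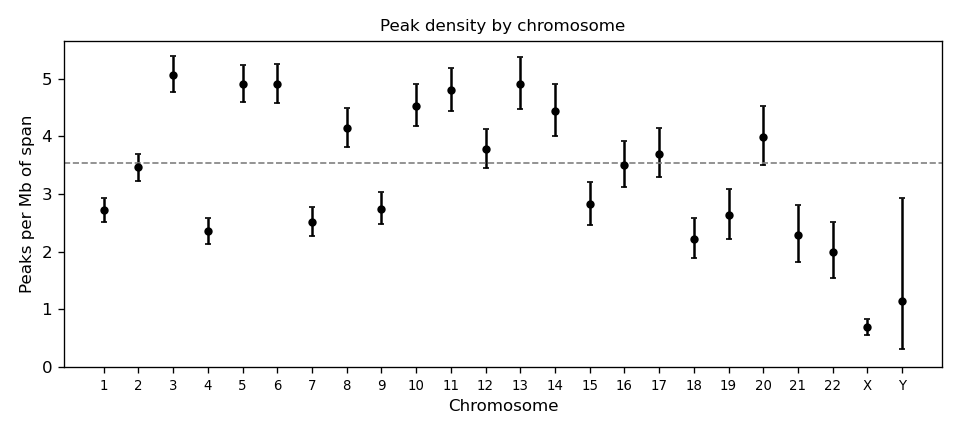
Peaks per Mb of span (vertical axis, starting at 0) for each chromosome (horizontal axis). Points are densities, bars are exact Poisson 95% intervals and the dashed line is the list-wide density of 3.54 per Mb, with chromosome X at 0.686 far below it and chromosome 3 at 5.07 above it.

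Density also varied within chromosomes. Across 555 whole windows of 5 Mb, the number of peaks was 17.7 ± 9.42 (SD over windows), ranging from 0 in 13 windows to 45. The variance to mean ratio was 5.03, against 2.80 to 3.05 in the central 95% of 1000 random placements of the peaks on their own chromosomes, none of which exceeded 3.18. Leaving out windows with no peak gave a ratio of 4.60. The fullest window, on chromosome 3 from 80000001 to 85000000, held 45 peaks. Windows on chromosome 2 from 80000001 to 85000000 and on chromosome 8 from 135000001 to 140000000 held 43 peaks each. The longest intervals with no peak were 21.8 Mb on chromosome 1 from 121469171 to 143237501 and 18.4 Mb on chromosome 9 from 47212710 to 65593378. Without a genome, assembly gaps could not be told from sequence that held no peak. The random placements did not avoid such gaps, so part of the excess in the ratio may come from them.

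A single step in density was found on 16 of 23 chromosomes (10000 placements, adjusted p under 0.05). Only the steps on chromosomes 7, 8, 13, 16, 18 and 22 kept their direction and stayed within 5 Mb of their place under each alternative. Chromosome 13 held no interval of over 3 Mb without a peak, so the removal of such intervals could not move its step. The ratio between the denser and the sparser side ranged from 1.32 to 10.5 with a median of 1.90, and 7 steps were at least 2-fold. Over the whole span the largest was on chromosome 8. Only 26 peaks lay before 47.2 Mb, at 0.557 per Mb, and 575 lay after it, at 5.83 per Mb (permutation, adjusted p = 2.6e-04). This ratio of 10.5 fell to 3.71 when intervals of over 3 Mb with no peak were removed from the span, and the direction was kept. The step was then placed at 43.4 Mb, with 24 peaks before it. After this removal the step on chromosome 18 had the largest ratio, at 3.88. Uniform placement of the 26 peaks before 47.2 Mb gave a ratio of 5.07 after the same removal (central 95% of placements 3.21 to 7.04). The observed and the uniform ratio belong to different places of the step on chromosome 8, so they can be compared only roughly. A fall is built into the removal and does not by itself argue against the step. On chromosome 22 the density was 1.10 per Mb before 43.4 Mb and 5.33 per Mb after it (permutation, adjusted p = 2.6e-04). On chromosome 18 it was 5.58 per Mb before 15.3 Mb and 1.32 per Mb after it, and on chromosome 7 it was 4.30 per Mb before 53.6 Mb and 1.61 per Mb after it (permutation, adjusted p = 2.6e-04 for each). The p-value behind these adjusted values was 1e-04, the smallest that the placements can give. The step on chromosome 8 lay at the edge of an interval with no peak from 43671941 to 46993317. That on chromosome 18 lay at the edge of one from 15353064 to 18570737. The steps on chromosomes 3, 19 and 20 also lay at such an edge, while the remaining steps did not. Whether steps fall between chromosome arms was not analysed here, as no genome was used. No step was found on chromosomes 5, 6, 10, 11, 15, 17 and 21, with adjusted p-values from 0.073 to 0.41. The step on chromosome X (permutation, adjusted p = 0.0068) was lost both in the upper part of the list by score and when empty intervals were removed.

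**Figure D3:**
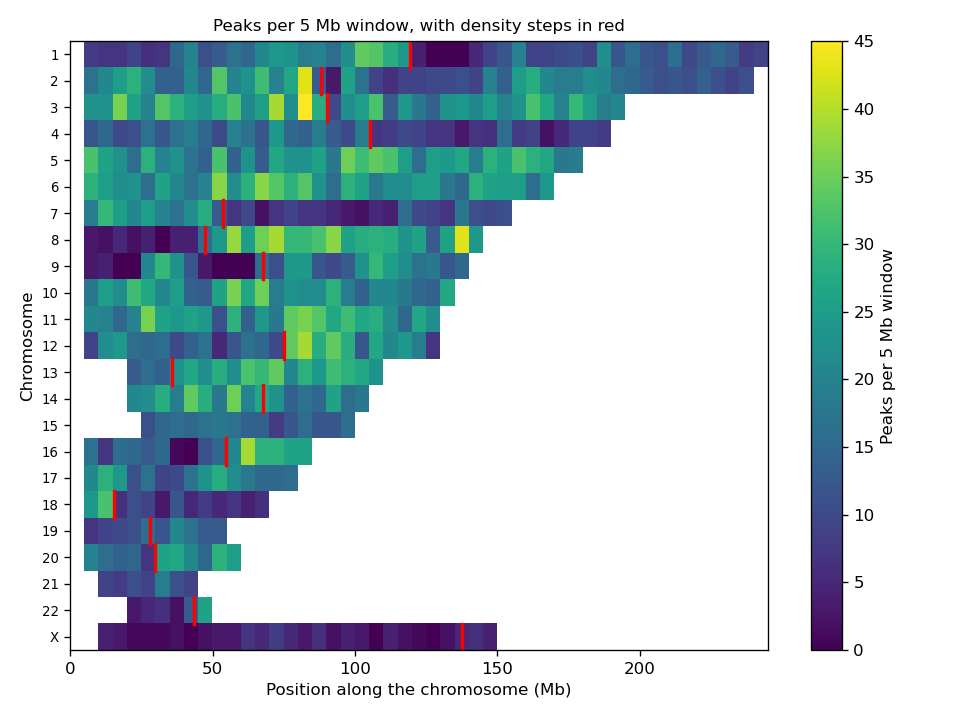
Number of peaks per 5 Mb window (colour) along each chromosome (horizontal axis, position in Mb, vertical axis, chromosome), with white where no whole window lay between the first and last peak. Red lines mark the 16 steps in density, such as that at 47.2 Mb on chromosome 8, where the density rose from 0.557 to 5.83 peaks per Mb.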

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

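The upper part of the list by score held 5171 peaks in place of 10342, which follows from its construction. The median width and the variance to mean ratio stayed on the same side of their limits under each alternative run. The median width was 963 bp in the upper part and 960 bp after merging, within the 95% interval of 956 to 963 bp for the list. The variance to mean ratio ranged from 1.90 in windows of 1 Mb to 8.54 in windows of 10 Mb, above the random placements of the same setting each time.

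The number of chromosomes off the list-wide density was 19 in the upper part, 19 after merging and 19 without empty intervals, but not always the same chromosomes. In the upper part 18 of them kept their direction and Y reversed. Without empty intervals 17 kept their direction, Y reversed, chromosome 9 was no longer called and chromosome 2 was. In the windows permuted among chromosomes 13 were called, and chromosomes 8, 14, 15, 19, 21 and Y were not. The cause was not tested for the autosomes, while for Y the span rests on 4 peaks and Y had no whole window to permute.

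Steps in density were called on 15 chromosomes in the upper part and on 15 without empty intervals, with 14 chromosomes also called in the full list in both cases. In the upper part these 14 kept their direction, but only 9 stayed within 5 Mb of their place. Without empty intervals 12 kept their direction and 8 of these stayed within 5 Mb, while 2 reversed. Chromosomes 13 and 14 held no such interval, so their steps could not move. The step on chromosome 1 moved from 119 to 37.97 Mb, with densities left and right of 3.39 and 2.10 per Mb before and 1.79 and 3.28 per Mb after. The step on chromosome 12 moved from 75.2 to 124 Mb, with 3.02 and 4.76 per Mb before and 4.07 and 1.32 per Mb after. The step on chromosome 9 moved from 67.8 to 26.4 Mb. The upper part lost chromosomes 20 and X and gained 11. Leaving out empty intervals lost 19 and X and gained 10.

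Of the planned results, 8 were not run, with all their alternatives, because they need a genome or annotation in the build of the list. The unknown depth and the absence of replicates limit each score and each position.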

Other observations

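The tests of the exact score values, of the share of such values by window density, of narrow peaks and of neighbouring peaks in moved lists were chosen, or given their final form, after results had been seen, while the tests of weak peaks and of merged neighbours were stated before. All explanations remain hypotheses, since they were formed and tested on 1 list.

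Some scores recurred exactly or nearly so. The value 69.82 was shared by 85 peaks. At or within 0.01 of 62.13 there were 67 peaks, and at or within 0.01 of 77.79 there were 63. A candidate explanation is that MACS scored these peaks by the Poisson distribution against 1 genome-wide background, which it uses where the input gives no higher local background. A whole number of reads against a fixed background can give only certain scores, here called steps. A background rate of 2.5824 was fitted on the odd-numbered autosomes (5230 peaks). On the remaining chromosomes (5112 peaks), 189 peaks lay on the steps of that rate, 10.8 times the 17.5 expected from the scores around them. Over the whole list 351 peaks (3.39%) lay on the steps, against 36.4 expected. The steps with more than 3 times the expected peaks ran from a score of 62.13, a count above 13, to 140.08, a count above 22, where a single peak lay. The lowest step, at 54.72, had no excess, with 11 peaks against 17.9 expected, and this stays unexplained. On the odd-numbered autosomes used for the fit, 149 peaks lay on the steps of 2.5824 against 7.71 expected. The next best rate in the scan, 9.05, had 163 peaks on its steps against 23.2 expected. The 149 and the 163 were counted in the scan, without the tolerance used for the list. They should not be set against the 189 of the remaining chromosomes or the 351 of the whole list. With the tolerance used for the list, 217 peaks lay on the steps of the rate 9.05, against 65.1 expected. Of these, 131 were also on the steps of 2.5824, and the other 86 stood against 64.1 expected. The scan over rates was the last of 3 rules tried for finding the steps. The first used the 6 commonest scores and missed them by up to 0.898, and the second used the 6 scores with the largest excess and missed them by up to 2.02, both sets taking in crowded scores near 50. The scan had also been looked at on all chromosomes before the odd-numbered autosomes were set apart, so the remaining chromosomes were not a blind test.

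Steps give a view of the input that the list does not otherwise offer, and they bear on the uneven density of peaks. If dense windows had a raised local background, for instance through a higher copy number, fewer of their peaks would be scored against the genome-wide background. In the 195 sparsest windows 6.08% of peaks lay on the steps (Wilson 95% interval 4.96 to 7.43). In the 184 densest windows 2.31% did (Wilson 95% interval 1.93 to 2.75). The number of peaks on the steps did not fall, being 88 of 1447 in the sparse and 120 of 5197 in the dense windows. Only the share fell, because peaks off the steps were far more numerous in the dense windows. The windows were classed by their total of peaks, which is also the base of the share. The difference of -3.77 percentage points was beyond the permuted values (permutation p = 1e-04, the smallest that the permutations can give), and it was -3.28 without chromosome X. The same test had been run under the 2 abandoned rules, with differences of -0.053 (permutation p = 0.72) and -0.092 (permutation p = 0.43), where only 20 and 17 peaks lay on the supposed steps. The permutations treat peaks as independent, which neighbouring peaks are not. The difference arose among peaks narrower than 700 bp, of which 64.9% in sparse and 27.0% in dense windows lay on the steps (permutation p = 1e-04). The 9521 wider peaks, 92.1% of the list, held 28 peaks on the steps against 34.1 expected, so they carry no information on the background, and the test speaks for 821 peaks only. The share of peaks narrower than 700 bp was 9.05% in sparse and 7.54% in dense windows (permutation p = 0.064). On chromosome X 13% of peaks lay on the steps (Wilson 95% interval 7.76 to 21.0), against 3.30% elsewhere. Across 23 chromosomes, density and the share on the steps had a Spearman's rho of -0.68 (permutation p = 5e-04), and -0.64 without X (permutation p = 0.0017). Within chromosomes, the sparser side of the density step had the higher share on 14 of 16 chromosomes (exact two-sided sign test, p = 0.0042). That count depended on where the steps were placed. With steps found without empty intervals it was 11 of 15 (exact p = 0.12), and with the 6 steps that kept place and direction it was 5 (exact p = 0.22), so the sides of the steps are weak evidence. The values by window and by chromosome are consistent with a regional level of the input background behind part of the uneven density, as far as narrow peaks can stand for the rest, which was not tested. Copy number and mappability cannot be separated as its source without the input reads, and a difference in brachyury binding between regions stays open and untested.

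A second explanation, that the unevenness comes from weak peaks near the score limit, was tested by splitting the list at its median score of 58.8. The upper part of the list by score had a variance to mean ratio of 3.14 over windows, inside the range of 2.84 to 3.20 for 1000 random selections of as many peaks. The lower part had a ratio of 2.89.

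Peaks narrower than 600 bp scored higher than wider ones, and 35.1% of them lay on the steps against 2.52% of the wider peaks. The divide was sharper at 700 bp, a limit picked after the values were seen, with 39.3% of 821 narrower peaks on the steps and 0.294% of 9521 others. Scoring against the genome-wide background might raise the scores of narrow peaks. Without the peaks on the steps, the difference in median score was 17.0 in place of 24.96, still outside the permuted range of -1.7 to 2.1. It therefore accounts for part of the difference at most, and no biological explanation was tested.

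Midpoints of 473 neighbouring pairs lay under 10 kb apart. When each peak was moved at random by up to 1 Mb and overlapping peaks were redrawn, since called peaks cannot overlap, the central 95% of 1000 lists held 365 to 442 such pairs and none held more than 455 (permutation p = 0.002). An earlier form of the test let moved peaks overlap and gave 404 to 481, a range that held the observed number. Regional density on the scale of 1 Mb therefore did not account for all close pairs. One region called as several peaks was not the whole cause either. After merging peaks less than 1 kb apart, 402 pairs remained, against 321 to 388 in moved lists that kept this distance (permutation p = 0.016). Regions split over larger distances, changes in density on a finer scale and clustered binding stay open and were not tested.

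Only 2 peaks began before position 10000 of a chromosome. They started at 9803 on chromosome 1 (score 116.24) and at 9815 on chromosome 5 (score 1102.83, the highest of the list). Of the 4 peaks on chromosome Y, 2 lay from 9950828 to 9954001 and from 10037616 to 10038110 (scores 75.93 and 123.35), and 2 lay from 13395726 to 13396533 and from 13436477 to 13438091 (scores 52.13 and 51.10). Whether repeated sequence lies at these places was not analysed here, as it needs the genome sequence.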
